A study of Caenorhabditis elegans with 205 samples.

How the data were processed

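RNA was measured in libraries of sorted Caenorhabditis elegans neurons, 205 libraries in 53 neuron classes. Per the labels' protocols, cells were isolated by fluorescence-activated cell sorting into Trizol, RNA was isolated with chloroform, and libraries were built with the Tecan SoLo Ovation RNA-seq kit. Classes are named by their standard abbreviations, such as ADL or RIA. Libraries are named here by the code in their label, class and number joined by r (IL2r94). The labels took 2 forms. For 180 libraries from 46 classes a separate description repeats the name of the kit, and the other 25 libraries, from 7 classes, have no such description. No class has libraries in both sets, so the label set and the class cannot be separated.

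The authors deposited one table of whole-number read counts per gene, with 46927 genes. Per the file headers, the table gives for each gene the exon positions, strand and summed exon length, in the layout of a read-counting program. Its name carries the WormBase annotation release WS289. The aligner, the counting program and its version, and the treatment of strand, of reads that map to several places and of molecular identifiers are not stated. Counts of genes that overlap, lie antisense to each other or have near-identical copies are therefore uncertain. No normalization had been applied to the deposited counts, and whole-library totals differed between columns. Another 14 per-sample columns match no library of the 205 and were not used here. The pan-neuronal and all-cell reference samples named in the design text were not analysed here.

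Gene symbols, biotypes and coordinates were taken from the Ensembl release 115 annotation of the WBcel235 genome build. Of the 46927 gene identifiers, 8 were absent from it, and 99.9% had the same start and end there as in the table. A symbol was found for 94% of the identifiers, and other genes are given by identifier.

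Total counts per library ran from 798303 to 24647021. CPM values (counts scaled to 1000000 per library) were computed from the deposited counts with TMM-scaled library sizes. A count of 3, taken as the upper limit that a count of 0 allows, corresponds to 0.643 CPM in the median library and to 6.37 CPM in AIYr67, where the limit was highest. Where every library of the lower class held at most 3 counts of a gene, its fold change is given as a lower bound against 3 counts. Shares of counts in a single library are given with 95% Wilson intervals. Because the use of molecular identifiers is not stated, intervals and limits cover counting error only.

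Replicates were compared before averaging. No 2 libraries of a class held identical counts, and over the 317 pairs within classes the smallest chi-square per degree of freedom was 5.11 for genes with at least 20 counts over the pair. All 205 libraries were therefore kept as separate replicates.

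Differential expression was tested with edgeR 4.0.16 in R 4.3.3. TMM factors ranged from 0.256 to 2.03. Genes were kept by filterByExpr with class as the group, which left 20427 genes. Dispersions were estimated with a trend and without gene-wise values, and glmQLFit and glmQLFTest gave quasi-likelihood F-tests. All class coefficients were tested at once, and each class was tested against the unweighted mean of the other 52 classes. The 5 pairs of related classes (ASEL and ASER, DD and VD, IL1 and IL2, RIC and RIM, and AVA and AVE) were fitted with only their own libraries. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called. The contrasts were also computed with limma-voom (limma 3.58.1), which was fast enough for label permutations and for leaving libraries out. DESeq2 1.42.0 was an alternative for the pairs.

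Lists of 55 marker gene and class pairs, of classes by neurotransmitter, and of genes typical of 7 non-neuronal tissues were written before the data were examined. The gene opt-3 was not found under that symbol, which left 54 pairs. The genes named were chosen by a rule also written before the data were examined. They are the listed genes; for each pair of classes, the 2 genes with the largest fold change in each direction with an adjusted p under 0.05, a mean of at least 10 CPM in the higher class and no overlap between libraries; and, in the 5 classes with the most such genes, the gene with the largest fold change whose libraries all had at least 10 CPM and lay above every library of the other classes. Genes named outside this rule are marked as chosen after their values were seen.

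Similarity between libraries was Pearson's r of log2(CPM + 1) over the tested genes. The share of libraries nearest to one of their own class, the areas under the ROC curve and the variance shares were compared with 100000 permutations of class labels, where 1e-05 is the smallest p-value possible. Numerical work outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

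The tests were checked on simulated counts drawn from the means and library sizes of the real genes, with 200 genes changed. The changed genes were drawn only from those above a minimum mean count, so recovery of low genes was not measured. Unchanged genes had the same mean in all classes, and no library was shifted as a whole. The false-call shares therefore need not hold for real libraries that depart from their class. With the dispersion trend of each pair, the edgeR pair test recovered 82% of the changed genes for ASEL and ASER at a log2 change of 2 (9579 genes tested), 72.5% for DD and VD (12551 genes), 13.5% for IL1 and IL2 (10683 genes), 56.5% for RIC and RIM (10505 genes) and 86% for AVA and AVE (8878 genes). At a log2 change of 4 the recovery was 97%, 93%, 86%, 89.5% and 90% in the same order. A version with a dispersion of 0.3 for all genes had been run first, and the version above was added after its recovery was seen. A repeat of that version with new draws at a log2 change of 2 recovered 18.5%, 23%, 25.5%, 34% and 21% in that order. False calls were 0% to 7.27% of the edgeR calls over both versions. DESeq2 for DD and VD recovered 44% with the fixed dispersion, with 17.8% false calls, and 73% with the trend, with 11.5% false calls. For class contrasts at a log2 change of 2, limma-voom recovered 80%, with 9.60% false calls among 17125 genes, and edgeR recovered 96.5%, with 3.98% false calls in a set of 1500 genes.

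Alternatives covered the size factors, the filter, the test, the adjustment, the threshold, the label set, a minimum of 1000000 counts, the samples in the fit and leaving out libraries. Some were added after the data were seen, and the closing section names them.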

Results

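Transcripts were counted in libraries of sorted C. elegans neurons from 53 classes. The worm's neurons fall into anatomically defined classes, each named by a short code, and the series sorted single classes so that their transcriptomes could be compared with each other. Groups held 2 libraries in 3 classes (OLL, PVD and PVM), 3 in 14 classes, 4 in 27 classes, 5 in 5 classes and 6 in 4 classes (AIN, AVA, RIA and VC). Total counts ranged from 798303 in AIYr67 to 24647021 in RMEr250, with a median of 4692492. The median was 4341121.5 in the 180 libraries whose descriptions name the kit and 8533192 in the other 25. A library had counts for a median of 17762 genes, and for 7292 to 25180 genes over all libraries.

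Ribosomal RNA made up a median of 29.5% of the counts. It was lowest in RIAr76, at 9.77% (95% Wilson interval 9.75% to 9.79%), and highest in RISr132, at 79.2% (79.2% to 79.3%). One gene, rrn-3.1 (WBGene00004622, chromosome I, 15064838 to 15068346), took 29.6% of all counts. The next was the muscle myosin gene unc-54 (WBGene00006789, chromosome I, 14855901 to 14863482), with 1.32%. After ribosomal RNA was set aside, 331251 to 12969568 counts per library remained, with a median of 3274105.

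**Figure D1:**
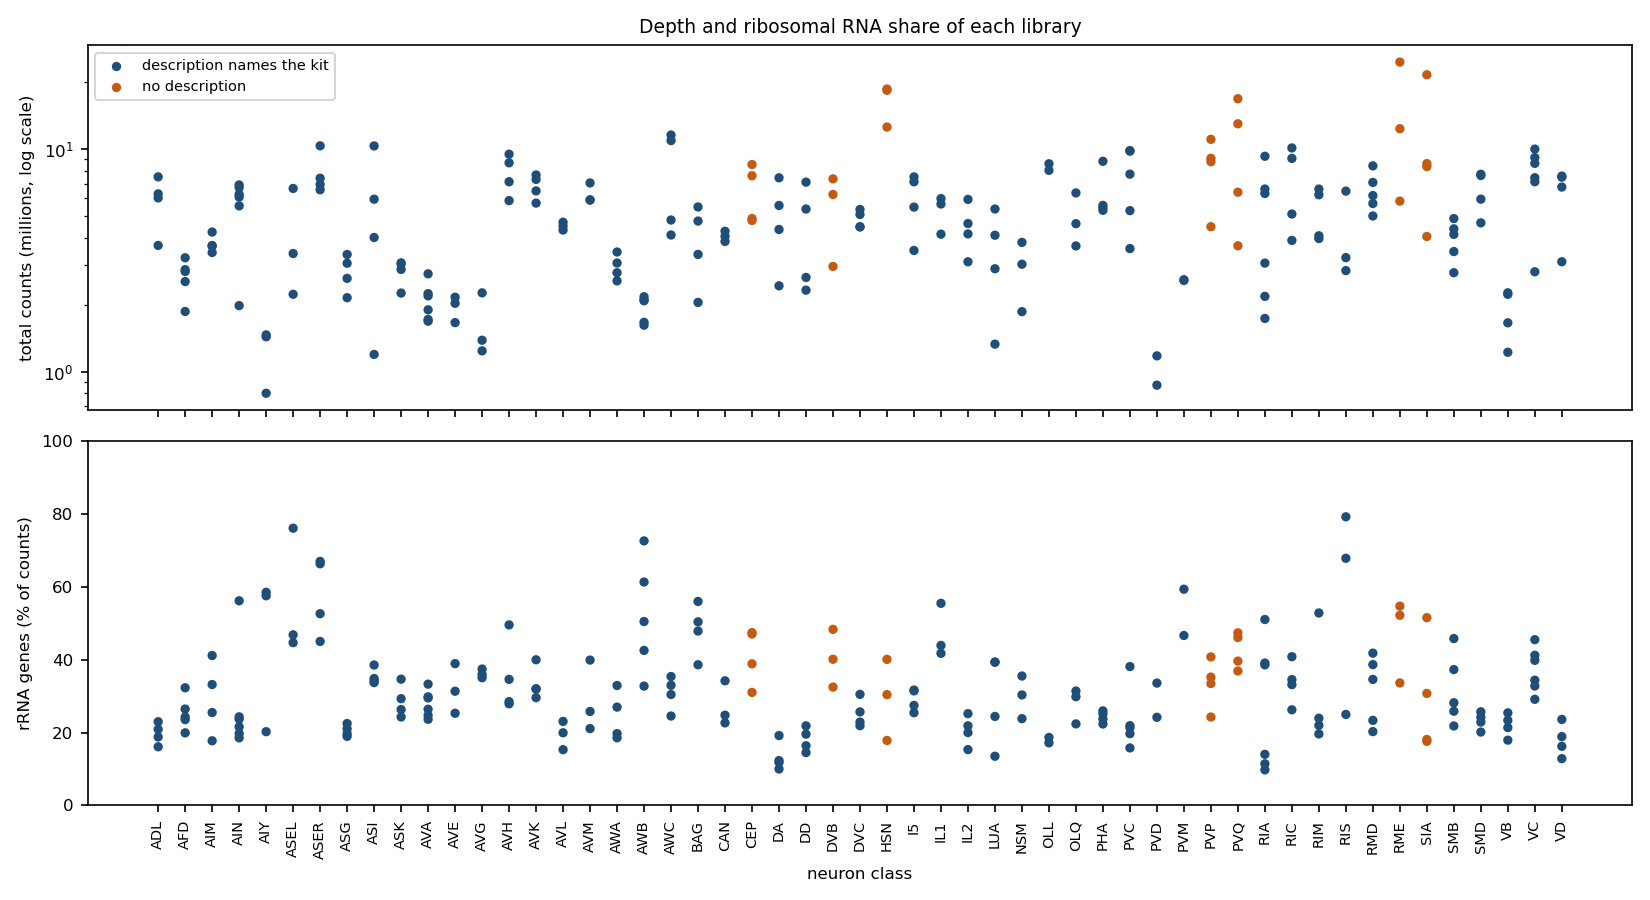
Total counts (in units of 1000000, log scale) at the top and ribosomal RNA genes as a percent of counts at the bottom, with one point per library over the 53 classes. Blue points are the 180 libraries whose descriptions name the kit and orange points the other 25, whose median total was higher (8533192 against 4341121.5 counts).

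Whether libraries of one class resembled each other more than libraries of other classes was asked first. The library with the highest correlation was of the same class for 76.6% of the libraries and of another class for the other 48. Permuting the class labels gave at most 7.80% in 100000 permutations (one-sided permutation p = 1e-05, the smallest they can give). The share was 77.2% within the 180 libraries whose descriptions name the kit and held for 19 of the other 25, each with a permutation p of 1e-05. The alternative that moved it most was the use of the 2000 genes with the highest variance, which gave 88.3%. Pearson's r had a median of 0.931 over the 317 pairs of libraries within classes and of 0.849 over the 20593 pairs between classes. The ranges overlapped, at 0.722 to 0.986 within and 0.593 to 0.978 between classes. All libraries were nearest to their own class in 26 classes, and none was in 6 classes (DD, NSM, OLL, PVC, RIS and SIA). All 4 DD libraries were nearest to a VD library. VD was also the nearest class for a library of each of AIY, AWA, AWB, NSM, PVC, PVD, RIS and VB. Nearness to VD was thus not particular to DD.

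Counts of nearly all tested genes differed among the classes. The edgeR quasi-likelihood F-test called 19504 of 20427 genes, or 95.5%, at an adjusted p under 0.05. Among the edgeR alternatives, the one that moved this count most was the absence of a filter on low counts, with 24651 genes called among the 38360 with any count. Class was the only term in the fit. Differences between classes in sort purity or in constructs therefore enter this test and the class contrasts as well. The share called is not that of genes regulated by class alone.

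Each class was then set against the mean of the other classes to find the genes that mark it. A median of 2445 genes per class was higher and a median of 559 lower by the edgeR test. Genes higher ranged from 411 in RIS to 4493 in PVC, and genes lower from 3 in PVM to 2033 in VC. With limma-voom the medians were 1681 higher and 768 lower, and VC had the most genes higher, at 3951. Of the calls of higher expression by edgeR, 63.8% were also made by limma-voom. The largest shift came from treating all other libraries as one group, an alternative chosen after the data were seen. It gave medians of 277 higher and 7 lower. PVC then had 78 genes higher, and AFD had the most, at 2107. Classes without any count of a gene enter the mean of the other classes on a log scale, and such a class was present for 45.3% of the calls of higher expression and 2.10% of the calls of lower expression.

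**Figure D2:**
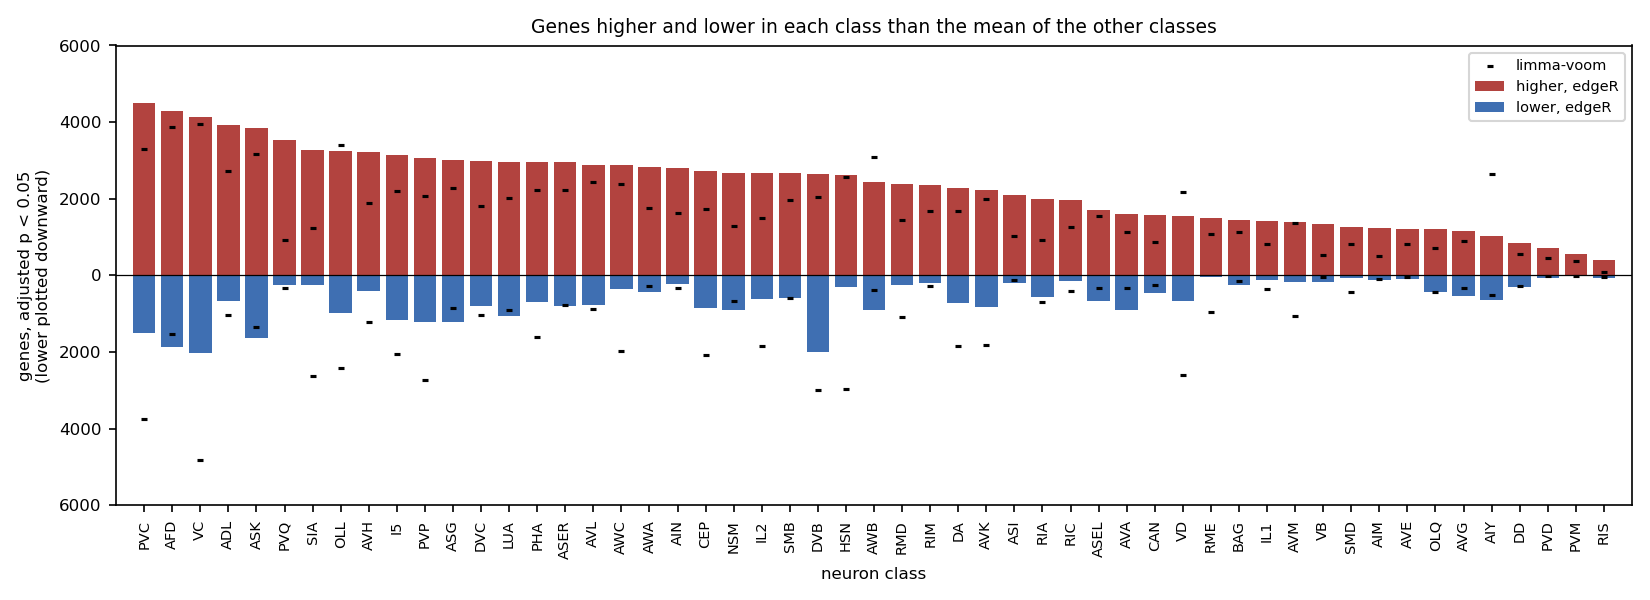
Number of genes with an adjusted p under 0.05 that were higher (red bars, upward) or lower (blue bars, downward) in each class than in the mean of the other classes, by edgeR, with dashes for limma-voom. By edgeR, genes higher ran from 4493 in PVC to 411 in RIS, and by limma-voom VC had the most, at 3951.

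Genes that were called, had at least 10 CPM in every library of a class and lay above every library of all other classes numbered 1269, in 51 of the 53 classes. None were found in PVC and VD. The most were in ADL, followed by AFD, ASK, AVL with 78 and AVM with 69. The gene with the largest fold change in ADL was the chemoreceptor gene srv-3 (WBGene00005714, chromosome V, 19706285 to 19708949), at 1453 ± 1051 CPM (SD, n = 4) against at most 10.3 CPM in any other library. In AFD it was nhr-38 (WBGene00003629, chromosome IV, 9710187 to 9712420), at 1114 ± 980 CPM (SD, n = 5) against at most 4.34. In ASK it was srg-9 (WBGene00005167, chromosome III, 6255459 to 6256775), at 2423 ± 960 CPM (SD, n = 4) against at most 13.3. In AVL it was gpla-1 (WBGene00001466, chromosome V, 11936505 to 11937810), at 11488 ± 830 CPM (SD, n = 3) against at most 1364. In AVM it was WBGene00020371, annotated as a pseudogene (chromosome V, 4481100 to 4481546), at 113 ± 25.1 CPM (SD, n = 3) against at most 0.884. Reads of a pseudogene can be shared with similar genes, so that value is uncertain. The adjusted p of the 5 genes ranged from 3.05e-106 for gpla-1 to 8.22e-37 for WBGene00020371 by edgeR.

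The class labels were compared with genes whose class is generally known. All 54 listed pairs of marker gene and class were called higher by edgeR, both over all genes tested and adjusted over the list alone. The log2 fold change had a median of 7.57 and ran from 2.46 for lin-11 in VC to 13.16 for ceh-63 in DVC, and the largest adjusted p was 0.000135. With limma-voom 53 were called, the exception being gcy-13 in RIM, at 0.831 ± 0.366 CPM (SD, n = 4) and an adjusted p of 0.0562. The class mean was the highest of all classes for 41 of the 54 and among the first 3 for 51. The gene gcy-8 had 1489 ± 567 CPM in AFD (SD, n = 5) and at most 3.22 CPM on average in another class. For mec-17, AVM had 8450 ± 1039 CPM (SD, n = 3) and PVM 3403 ± 1589 CPM (SD, n = 2). For flp-22, listed for SMD at 1683 ± 1120 CPM (SD, n = 4), SMD ranked 8 and the mean in AVL was 48097 CPM. For flp-13, listed for DD at 1169 ± 652 CPM (SD, n = 4), the mean in I5 was 16004 CPM. For str-3, ASI had 0.980 ± 0.974 CPM (SD, n = 4), and the mean in AFD was 28.0 CPM.

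**Figure D3:**
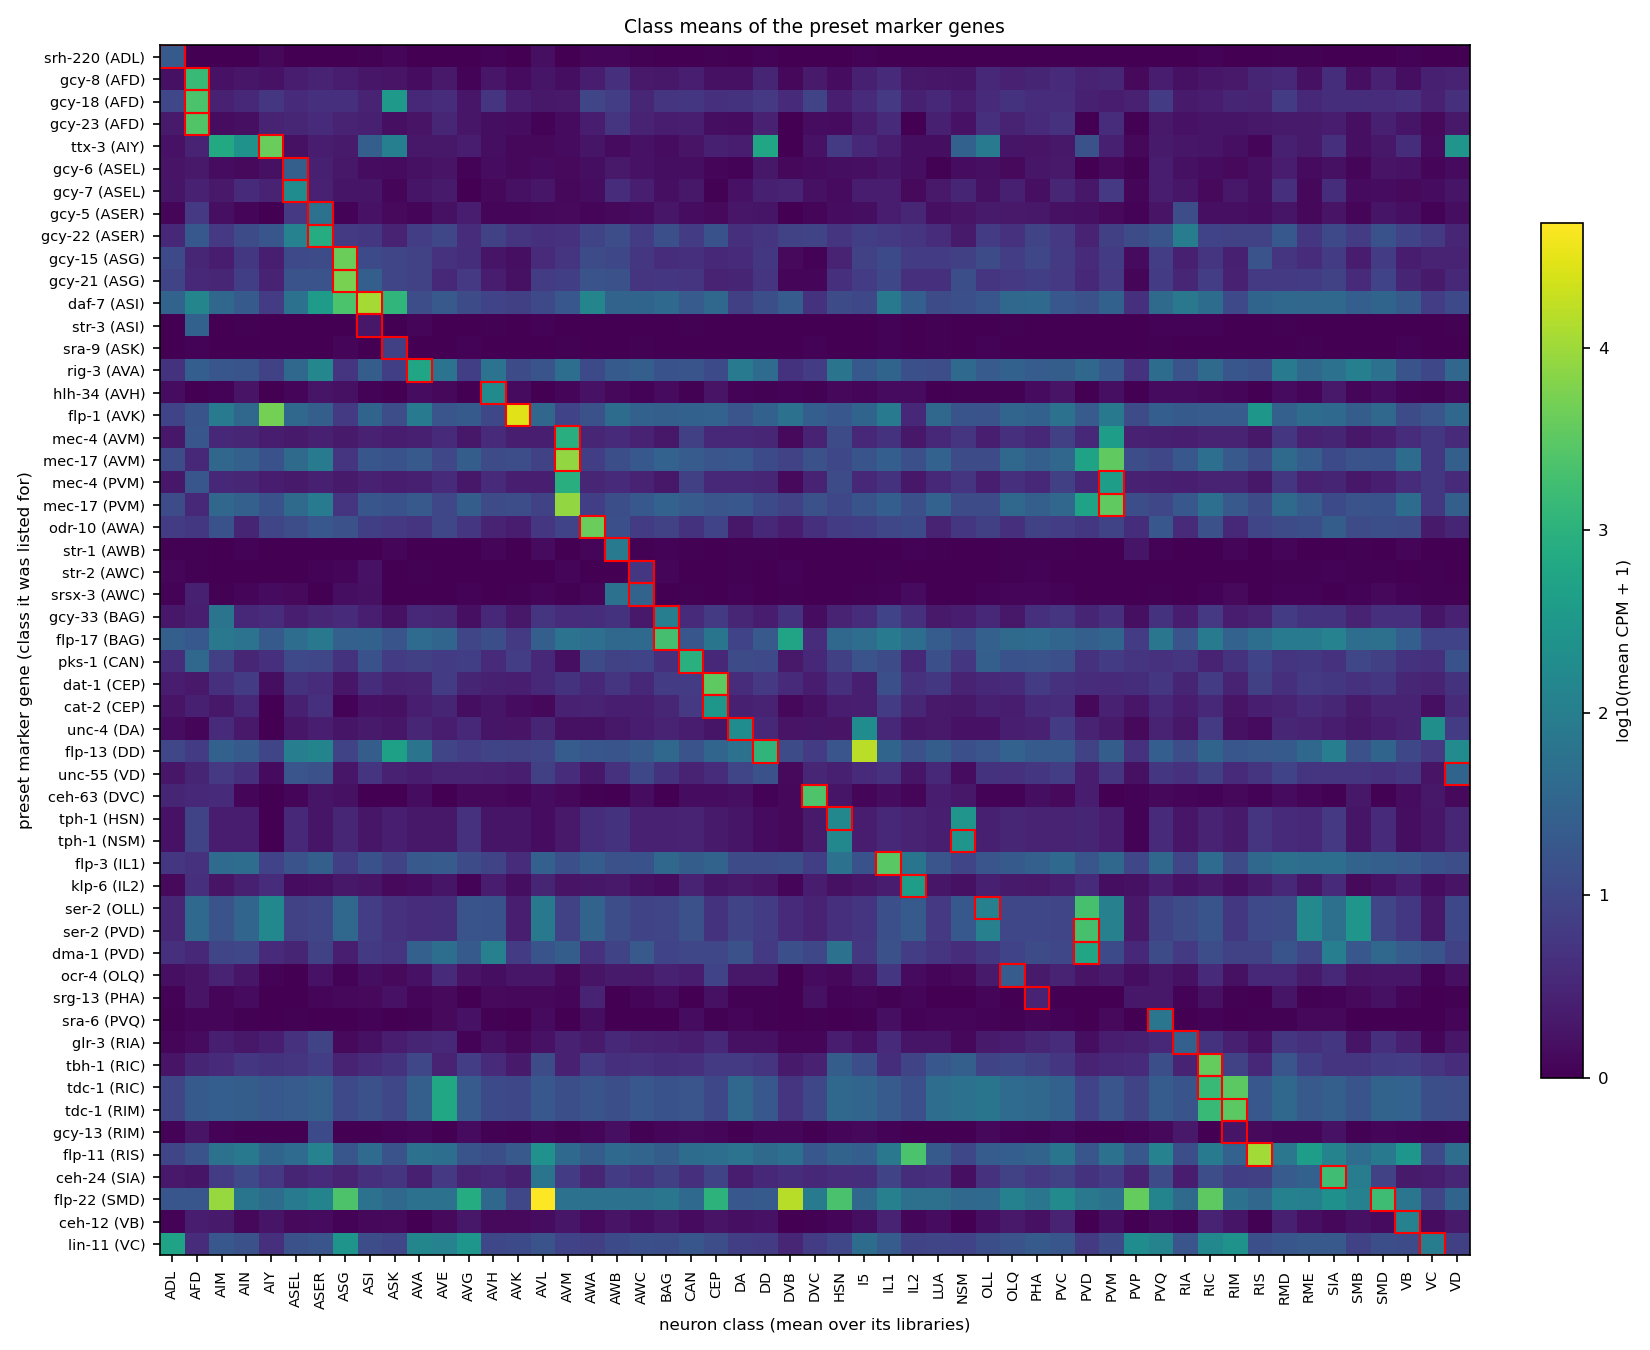
Class means of the preset marker genes, as log10(CPM + 1) in color, for the 54 pairs of gene and class (vertical axis) over the 53 classes (horizontal axis). Red frames mark the class a gene was listed for, which had the highest mean in 41 of the 54.

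Genes of 3 neurotransmitter pathways separated the classes listed for them. For the GABA synthesis gene unc-25 (WBGene00006762, chromosome III, 12942651 to 12949883), the 6 listed classes all lay above the other 47, with an area under the ROC curve of 1. The lowest listed class was RIS, at 627 ± 774 CPM (SD, n = 3), and the highest other class was PVC, at 169 ± 255 CPM (SD, n = 5). The SD in RIS exceeded the difference between these 2 means. For the glutamate transporter gene eat-4 (WBGene00001135, chromosome III, 9136887 to 9141827), the area was 0.987, with a median of 182.8 CPM over 22 listed classes and 11.5 over 31 others. For the acetylcholine transporter gene unc-17 (WBGene00006756, chromosome IV, 3618259 to 3624699), it was 0.877, with 145.1 CPM over 17 listed classes and 21.5 over 36 others. In VC, listed for acetylcholine, unc-17 had 7.16 ± 3.52 CPM (SD, n = 6), and 33 of the other classes had more. Each of the 3 areas had a one-sided permutation p of 1e-05, and a Benjamini-Hochberg value of 1e-05 over the 3.

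Transcripts typical of other tissues were present in all libraries. The 39 genes of 7 non-neuronal lists summed to a median of 3857 CPM, from 416 in AVLr232 to 36787 in HSNr237. Class explained 0.440 of the variance of the log2 sum (one-sided permutation p = 9e-05, median over permutations 0.253). The share was 0.459 within the libraries whose descriptions name the kit (permutation p = 3e-05) and 0.315 within the others (permutation p = 0.273), so it did not exceed chance in the latter. It rested on the libraries included: without replicate 3 of each class it was 0.393 (permutation p = 0.152). By class median, the muscle list was highest in CAN, at 3981 ± 404 CPM (SD, n = 3), against 1519 CPM in the median class. Values with an SD are means. The class median of the intestine list was highest in HSN, at 18408 ± 15559 CPM (SD, n = 3). That of the hypodermis list was highest in IL1, at 1224 ± 482 CPM (SD, n = 3). The mean of that list was higher in CAN, where CANr91 had 5238 CPM and the others 433 and 708 CPM. The class median of the germline list was highest in OLL, at 1344 ± 958 CPM (SD, n = 2). In the same ranking by class median, the glia list was highest in PVC, at 123.1 ± 66.9 CPM (SD, n = 5). The pharynx list was highest in DD, at 664 ± 303 CPM (SD, n = 4), although its mean was higher in CAN, at 697 ± 102 CPM (SD, n = 3). The coelomocyte list was highest in SMB, at 1890 ± 1878 CPM (SD, n = 5), against 7.68 CPM in the median class. The 8 pan-neuronal genes summed to 4980 CPM in the median class. Taken by gene, egl-3 had 2072 CPM and sbt-1 1113 CPM in the median class, the most of the 8, so the sum leans on these genes.

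Related classes were compared in pairs, with only their own libraries in the fit. Between ASEL (n = 3) and ASER (n = 4), the left and right members of one pair of taste neurons, 1138 of 10059 genes differed by edgeR, 527 higher in ASEL and 611 higher in ASER. Fitting all classes together moved this most and called 301. Leaving out ASELr151 gave 638 genes, and leaving out ASERr147 gave 1796. The non-neuronal lists summed to 3400 to 4614 CPM in ASEL, 1880 to 2540 CPM in ASERr144, ASERr145 and ASERr146, and 4144 CPM in ASERr147. For unc-54, a gene often carried on transgene constructs, ASEL libraries had 7573 to 14463 CPM and ASER libraries 870 to 1747 CPM. Differences in sort purity or in constructs can thus enter the counts of this pair and of the other pairs. The count for ASEL and ASER need not be that of left-right differences alone. Between RIC and RIM (n = 4 each), 1590 of 10889 genes differed, 822 higher in RIC and 768 higher in RIM. Without RICr135 the count was 2638, without RIMr224 it was 2406, and without RIMr222 it was 946. Between AVA (n = 6) and AVE (n = 3), 1079 of 9281 genes differed, 565 higher in AVA and 514 higher in AVE. It was 545 without AVEr40 and 292 with all classes in one fit.

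The difference between IL1 (n = 3) and IL2 (n = 4) rested on single libraries. With all 7 libraries 664 of 11080 genes differed, 345 higher in IL1 and 319 higher in IL2. Without IL2r94 the count was 4346, and without any one of the other 6 it was lower than with all 7, and 0 without IL1r108, IL2r96 or IL2r97. Between DD and VD (n = 4 each), 0 of 12896 genes had an adjusted p under 0.05 by edgeR, and 1892 had an unadjusted p under 0.05, where 5% of the genes are given by chance. DESeq2 called 573. Leaving out VDr78 gave 5 genes by edgeR.

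**Figure D4:**
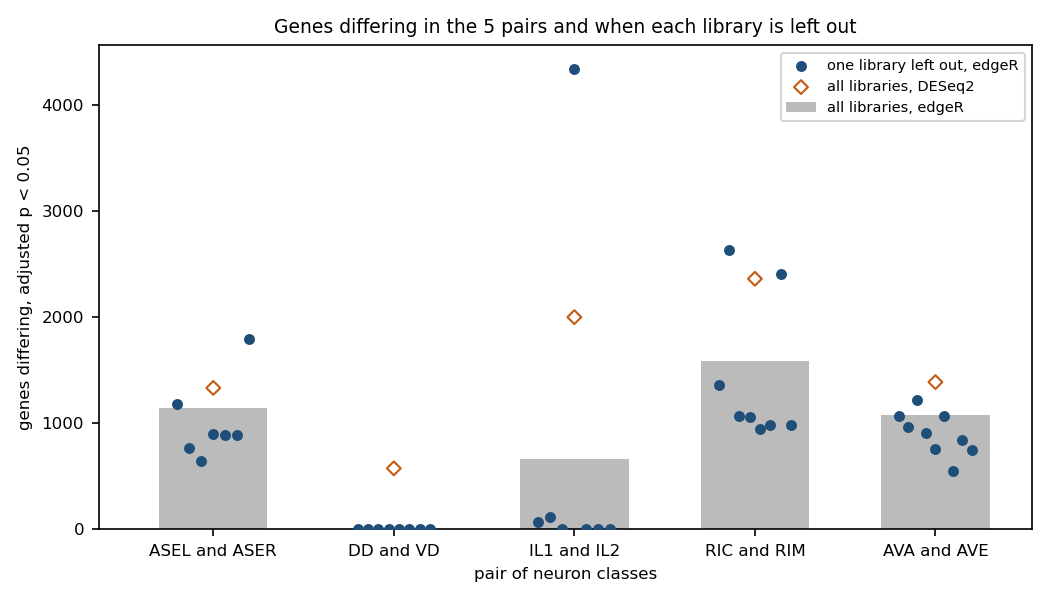
Number of genes with an adjusted p under 0.05 in each of the 5 pairs of classes, with all libraries by edgeR (gray bars), with each library left out in turn (blue points) and with all libraries by DESeq2 (open diamonds). For IL1 and IL2 the point at 4346 is the fit without IL2r94.

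The genes with the largest changes are given with means from the fit of their pair and adjusted p by edgeR. In ASEL, gcy-14 (WBGene00001540, chromosome V, 14863134 to 14868281) had 259 ± 28.8 CPM (SD, n = 3) against 0.690 ± 0.742 in ASER (SD, n = 4), a log2 fold change of 8.64 with a standard error of 0.59 (adjusted p = 1.06e-06). The noncoding gene Y77E11A.3 (chromosome IV, 1447594 to 1448318) had 23.5 ± 5.91 CPM in ASEL and was at least 38.8-fold higher than in ASER, where its libraries held at most 1 count (adjusted p = 1.06e-06). In ASER, T01G6.1 (chromosome V, 497699 to 499060) had 30.5 ± 13.9 CPM and was at least 8.21-fold higher than in ASEL (adjusted p = 3.17e-05). F13B12.3 (chromosome IV, 10439123 to 10443830) had 22.6 ± 14.5 CPM there and was at least 3.28-fold higher (adjusted p = 0.000303). Both were without a count in the 3 ASEL libraries.

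In RIC, lin-15A (WBGene00023498, chromosome X, 15731968 to 15735365) had 7197 ± 3067 CPM (SD, n = 4) against 9.92 ± 2.68 in RIM, a log2 fold change of 9.51 with a standard error of 0.56 (adjusted p = 7.20e-05). It overlaps lin-15B, so their counts are uncertain. H13N06.7 (chromosome X, 15503124 to 15505452) had 716 ± 327 CPM in RIC and was at least 463-fold higher than in RIM, where its libraries held at most 3 counts (adjusted p = 7.22e-05). It overlaps the marker gene tbh-1, so its count is uncertain as well. In RIM, F23H12.7 (chromosome V, 12371686 to 12372969) had 921 ± 509 CPM and was at least 189.4-fold higher than in RIC, with at most 2 counts per library there (adjusted p = 0.000207). It lies 2149 bases from gcy-13. ZC178.2 (chromosome V, 8699736 to 8712010) had 600 ± 271 CPM and was at least 292-fold higher, with at most 1 count per RIC library (adjusted p = 7.20e-05).

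In AVA, C53B7.11 (chromosome X, 6853104 to 6853256) had 114 ± 25.5 CPM (SD, n = 6) and was at least 32.9-fold higher than in AVE (adjusted p = 4.05e-06). C53B7.10 lies on the other strand of the same stretch (6853104 to 6853245) and had 1136 ± 496 CPM against 1.97 ± 0.682 in AVE (SD, n = 3; adjusted p = 2.78e-06). It lies within C53B7.11 and had more counts in each of the 6 AVA libraries, which counting without regard to strand would not give. These 2 noncoding genes lie 362 and 373 bases from rig-3. In AVE, nhr-140 (WBGene00016366, chromosome V, 6987864 to 6989676) had 65.1 ± 15.2 CPM and was at least 28.5-fold higher than in AVA, where its libraries held 0 to 3 counts (adjusted p = 5.80e-06). The noncoding gene T27A3.11 (chromosome I, 6133007 to 6133129) had 46.6 ± 37.3 CPM and was at least 10.05-fold higher (adjusted p = 0.000967).

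Between IL1 and IL2, the noncoding gene T01B7.11 (chromosome II, 8732700 to 8732843) had 197.04 ± 146.3 CPM in IL1 (SD, n = 3) and was at least 108.4-fold higher than in IL2, with at most 1 count per library there (adjusted p = 0.0133). It lies beside rol-6. The lysozyme gene lys-7 (WBGene00003096, chromosome V, 3481432 to 3482600) had 14.2 ± 8.97 CPM in IL1 and was at least 7.60-fold higher (adjusted p = 0.0255). In IL2, R144.19 (chromosome III, 5029917 to 5030454) had 371.9 ± 206.1 CPM (SD, n = 4) and was at least 69.4-fold higher (adjusted p = 0.0165), and lies 475 bases from klp-6. The gene cwp-1 (WBGene00000859, chromosome V, 4840617 to 4841279) had 85.4 ± 58.3 CPM in IL2 and was at least 23.2-fold higher (adjusted p = 0.0199). Over the 7 fits that each left out one library, the call of T01B7.11 was lost in 4 and the calls of the other 3 genes in 6 each. No gene met the naming rule between DD and VD.

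Genes often carried on transgene constructs were examined as a further preset list. The gene unc-54, whose 3′ untranslated region is common in worm reporters, had a median of at least 1000 CPM in all 53 classes. It was highest in BAG, at 129055 ± 7985 CPM (SD, n = 4), and its class median was lowest in AWC, at 1166 CPM. The genes unc-119, rol-6, pha-1, lin-15A, lin-15B and let-858, used in rescue or marker plasmids, reached a class median of 1000 CPM in 2, 2, 8, 4, 6 and 2 classes in that order. For unc-119 the median class had 61.04 CPM, and DVC had 27624 ± 22575 CPM (SD, n = 4). For pha-1 the median class had 10.4 CPM, and RIM had 7060 ± 3828 CPM (SD, n = 4).

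**Figure D5:**
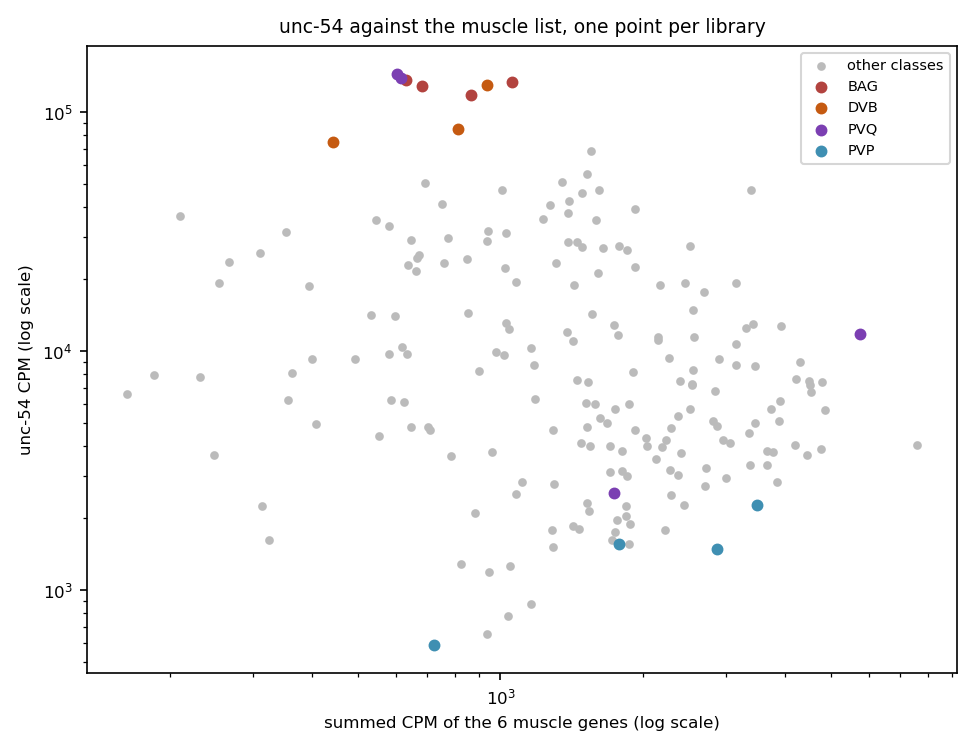
CPM of unc-54 against the summed CPM of the 6 genes of the muscle list, both on log scales, with one point per library. BAG, DVB and 2 of the 4 PVQ libraries lie at high unc-54 with a low muscle list, and PVP at low unc-54.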

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

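All tests in this part were chosen after the values they concern had been seen, and each explanation is a hypothesis. Within groups of 4 to 6 libraries, the library with the highest or lowest value was compared with the rest of its group by Dixon's ratio. Groups tested numbered 36 for ribosomal RNA, 36 for the non-neuronal lists, 38 for markers, 20 for genes named from pairs, 3 for class-specific genes and 6 for transgene-associated genes. A library past the 95% critical value was found in 11 of them, and chance alone gives 1 in 20. These families of values were also chosen after the data were seen.

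The share of ribosomal RNA set 3 libraries apart from their class. It was 56.2% in AINr188 (95% Wilson interval 56.1% to 56.2%), against 18.5% to 24.3% in the other 5 AIN libraries. It was 38.1% in PVCr216 (38.1% to 38.2%), against 15.8% to 21.9% in the other 4. It was 52.8% in RIMr225 (52.8% to 52.9%), against 19.6% to 23.9% in the other 3. Low depth would predict the fewest counts of the class in each, and that held in 1 of the 3 libraries, AINr188, so low depth does not account for the set. Differences in the removal of ribosomal RNA during library preparation stay open and were not tested. No biological explanation was tested.

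The summed non-neuronal lists set RICr135 above the other RIC libraries, at 13.21 on the log2 CPM scale against 11.04 to 11.39 in the other 3. If RNA from other cells had diluted that of RIC, transcripts of the class would be lowest there. The markers tbh-1 and tdc-1 and the transgene-associated genes lin-15A, lin-15B and let-858 were all lowest in RICr135, or 5 of the 5 genes. The explanation tested was RNA from other cells in the sorts. For tbh-1 the value was 1305 CPM, against 3398 to 6459 CPM in the other libraries. This is consistent with a larger share of RNA from other cells in that sort. RICr135 had 9089327 counts, so its depth was not low.

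In AIMr192 the same sum was 10.40 on the log2 scale, against 11.63 to 11.78 in the other 3 AIM libraries. A larger share of neurons in the sort would raise the pan-neuronal list, and that list had 26982 CPM there against 4661 to 6466 CPM, or 4.17 times the highest of the others. Of that sum, sbt-1 alone gave 11226 CPM, the highest of any library for this gene. A purer sort is thus a candidate explanation, but the sum leans on single genes. The nearest library of AIMr192 was one of AIN, so which neurons were enriched stays open.

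Marker genes of 3 classes had one high library. The gene gcy-22 had 1232 CPM in ASERr144 against 645 to 677 CPM in the other 3 ASER libraries. The gene glr-3 had 74.1 CPM in RIAr72 against 8.14 to 27.2 CPM in the other 5 RIA libraries. The gene ceh-24 had 5578 CPM in SIAr243 against 96.3 to 989 CPM in the other 3 SIA libraries. A larger share of neurons in the sort would give the lowest non-neuronal and the highest pan-neuronal list of the class, and that held in 3 of the 3 libraries. The pan-neuronal list was 13310 CPM in ASERr144 against 5391 to 13271, 7143 CPM in RIAr72 against 1021 to 6757, and 7406 CPM in SIAr243 against 1476 to 5669. These ranks do not compare sizes. In all 3 classes the list rose less over the next library than the marker did, and its gap was small in ASER and RIA. In ASERr146 the list was nearly as high, at 13271 CPM, with gcy-22 at most 677 CPM. A larger share of neurons could thus account for at most part of the high marker values. Whether it was a larger share of the labelled class in the sort stays open. The margin, the best correlation with the own class minus the best with another class, was the highest of the class in 1 of the 3. Differences between animals or sorts in these genes stay open as well and were not tested.

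In 3 cases a gene named from a pair of classes had any count in only one library of the lower class. They were Y77E11A.3 in ASERr145 (0.119 CPM), T01B7.11 in IL2r95 (0.279 CPM) and F23H12.7 in RICr135 (0.257 CPM). The most counts of the gene in any of the 3 libraries was 2, below the limit of 3 that a count of 0 allows. The separation is therefore what single counts among zeros would give, and nothing further can be read from it.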

How the results depend on the processing

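Alternatives to the edgeR class contrasts with RLE size factors, no filter, one label set or a minimum depth were planned and not run, nor were edgeR fits leaving out replicates for the test over all classes, or marker calls by edgeR with RLE or no filter. They were replaced by limma-voom fits. Those fits, the leave-one-out fits of lower calls, of the limma-voom count over all classes, similarity, markers, transmitters and non-neuronal lists, and the contrast with all other libraries as one group were chosen after the data were seen. No paired analysis was possible because the classes share no replicate numbers in the labels.

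Among the classes, 18477 to 24651 genes were called under 5 alternatives to the 19504 by edgeR. By limma-voom 20070 were called, with 37999 when no filter was applied, which adds tested genes, and 18693 to 19996 across the 6 fits that each left out one replicate. An adjusted p under 0.01 gave a median of 1591 higher per class, and a median of 0.837% of the tested genes lower against 2.74% at 0.05. All other libraries as one group gave 277 higher and 7 lower (0.0343% of the tested genes), where differences among the other classes enter the spread. With one replicate left out, the limma-voom medians over the classes that lost a library were 1120 to 1481 higher, against 1384 to 1965 over the same classes with all libraries. For genes lower they were 555.5, 421 and 481 without replicates 1, 2 and 3 (50 classes, 803.5 with all), 556.5 without replicate 4 (36 classes, 958.5), 600 without replicate 5 (9 classes, 697) and 215.5 without replicate 6 (4 classes, 515.5).

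For ASEL and ASER, fits with one library left out gave 638 to 1796 genes, and all classes in one fit gave 301. For AVA and AVE these were 545 to 1220 and 292. The fit over all classes called 91 genes higher in AVA, or 31.2% of its calls against 52.4% before. Of its calls, 261 were shared with the pair's own fit. For RIC and RIM, leaving out one library gave 946 to 2638 genes, and the share higher in RIC went from 51.7% to 41.4% (684 and 969 genes) with all classes in one fit. The cause was not tested. For IL1 and IL2, DESeq2 called 2000, all classes in one fit called 1663, and leaving out one library gave 0 to 4346 genes. All 664 genes called by edgeR were also called by DESeq2.

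For DD and VD, DESeq2 called 573 genes, no filter gave 76 and all classes in one fit gave 9, against 0. Leaving out one library gave 0 to 5. In simulated DD and VD counts DESeq2 had more false calls than edgeR (11.5% against 1.36%, with the dispersion trend of the pair at a log2 change of 2). The same simulation recovered 72.5% of the changed genes with edgeR, and 23% with a dispersion of 0.3 for all genes, so how many differences the edgeR test missed depends on the true spread.

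Other splits of the same libraries were counted for each pair. As many genes as in the real split were found in 1 of 35 splits for ASEL and ASER, 1 of 35 for RIC and RIM, 1 of 84 for AVA and AVE and 2 of 35 for IL1 and IL2, the real one included. The other IL1 and IL2 split, IL2r95, IL2r96 and IL2r97 against the rest, gave 3415 genes, so that count exceeded the real one. For DD and VD 35 of 35 splits gave at least the 0 genes seen. At an unadjusted p under 0.05 the real split had the most of all for DD and VD (1892 genes against 1824), RIC and RIM (3116 against 2262) and AVA and AVE (2457 against 1544). It did not for ASEL and ASER (2226 against 2693, 2 of 35 splits with as many) or for IL1 and IL2 (2583 against 4872, 3 of 35). Over 100 permutations of the class labels, the real labels included, 1 gave as many genes by limma-voom among the classes, 1 as many higher and 1 as many lower.

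The share of libraries nearest to their own class stayed between 71.2% and 88.3% under 5 alternatives and between 68.4% and 76.1% with one replicate left out. By limma-voom, 53 or 54 of the 54 marker pairs were called with RLE size factors, without a filter or with one replicate left out. Fits with fewer classes held fewer pairs, and 49 of 49 were called with one label set and 51 of 52 with at least 1000000 counts. Areas under the ROC curve ran from 0.950 to 0.991 for eat-4, 0.873 to 0.900 for unc-17 and 0.996 to 1 for unc-25. The variance share of the non-neuronal lists ran from 0.393 to 0.551 with one replicate left out, and the permutation p was 0.152 without replicate 3. Of 75 single genes followed over 371 values, 5 changed, with 25 values weaker and 0 reversed. They were T01B7.11, lys-7, R144.19 and cwp-1 between IL1 and IL2, in 22 values over the 7 fits leaving out one library, and gcy-13 in RIM in 3 limma-voom fits. Depth limits low genes most in AIYr67, where a count of 0 allows 6.37 CPM.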

Other observations

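The tests in this part were chosen after the result was seen, apart from the relation of ribosomal RNA to the margin and the side and strand tests of neighbouring genes. The explanations are hypotheses, tested on the data in which the patterns were noticed.

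Class-specific genes lay beside the preset marker genes of their class more often than chance gave. This was noticed because 7 of the 16 genes named from pairs lay near a marker of their class or a transgene-associated gene. Over 40 classes with a preset marker, 35 of 1056 class-specific genes lay within 10000 bases of a marker of their own class. Shuffling the marker sets among classes gave a median of 1 and at most 16 (one-sided permutation p = 1e-05, the smallest that 100000 shuffles can give). Of the 35, 25 lay 5′ of the marker, 7 lay 3′ and 3 overlapped it (two-sided exact binomial p = 0.00210). Counted by marker, 15 had mostly 5′ and 4 mostly 3′ neighbours (exact binomial p = 0.0192). These genes were chosen after their values were seen. In RIM, F23H12.7 had 1062 ± 592 CPM (SD, n = 4) and the adjacent marker gcy-13 0.831 ± 0.366 CPM. In PHA, T23F11.11 had 2054 ± 1310 CPM (SD, n = 4) and srg-13 1.83 ± 1.33 CPM. In CEP, saeg-2 had 3295 ± 1275 CPM (SD, n = 4), 461 bases from dat-1. Spillover of marker reads cannot account for neighbours above their marker, which were 13 of the 35.

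Reporter constructs carrying the DNA upstream of a marker gene, which could be transcribed from many copies in the sorted cells, are a candidate explanation of these neighbours, since the excess of 35 genes and the 5′ side (exact binomial p = 0.00210) are what they would give. Promoters shared with a divergent neighbour would place nearly all of the 5′ neighbours on the other strand, and 56.0% lay there, which argues against them as the whole explanation. That test is weakened where genes overlap, because the assignment of reads in overlaps is not stated. Shared regulation of neighbouring genes stays open for part of them. The constructs used for each class were not examined here, so expression of such genes in the named class is uncertain.

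The level of unc-54 was not that of a muscle transcript alone. The ratio of unc-54 to the 6 other muscle genes had a class median of 159.9 in BAG, 138.06 in DVB and 0.726 in PVP, and 4.42 in the median class. Muscle RNA in the sorts would keep this ratio alike, and it differed 220-fold between class medians. Class explained 0.685 of the variance of its log2 value, and at most 0.468 in 100000 permutations (permutation p = 1e-05). The unc-54 sequence in reporter constructs is a candidate explanation that this would suit. Within PVQ the libraries also differed, from 2538 to 144282 CPM.

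The transgene-associated genes unc-119, rol-6, pha-1, lin-15A, lin-15B and let-858 reached a class median of 1000 CPM in 2 to 8 classes each. RNA from another tissue would raise them with its list, and across classes 1 of the 6 genes, rol-6, had a positive rank correlation with any list past an adjusted p of 0.05 (one-sided permutation tests, 2 of 42 relations, the largest rho 0.450). A rank correlation over 53 classes rests mainly on the classes in which a gene was not raised. It therefore cannot decide about the 2 to 8 raised ones, and RNA from another tissue stays open there by this test. Transcripts in the sorted cells would fall with the class marker in less pure libraries. Deviations from class means of marker and transgene-associated gene correlated in 62 libraries of 15 classes (r = 0.833, permutation p = 1e-05; Spearman's rho 0.837, permutation p = 1e-05; r = 0.804 without the 2 farthest libraries; adjusted p = 2.67e-05 over 8 relations). Such transcripts may therefore come from the sorted neurons themselves.

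For 48 libraries the nearest library was of another class. Low depth would give a margin that rises with total counts, and r was -0.0630 over all libraries (permutation p = 0.37, adjusted p = 0.555 over 3 relations; rho -0.0389, permutation p = 0.578; r = -0.0756 without the 2 farthest). Within the 180 libraries whose descriptions name the kit r was 0.0307 (permutation p = 0.681, adjusted p = 0.681; rho 0.0252; r = 0.0189 without the 2 farthest). Within the other 25 it was -0.446, the opposite direction (permutation p = 0.0264, adjusted p = 0.0792; rho -0.440; r = -0.465 without the 2 farthest). A high ribosomal RNA share would lower the margin within classes, and r was 0.0657 (permutation p = 0.305, adjusted p = 0.349). Mislabelling would put the markers of the labelled class within the range of the nearest class, and that held in 1 of 36 such libraries with a marker. These 3 are argued against. RNA from other cells would lower marker and margin together, and their deviations from class means correlated over the libraries of 40 classes (r = 0.675, permutation p = 1e-05; rho 0.669, permutation p = 1e-05; r = 0.647 without the 2 farthest; adjusted p = 2.67e-05). Within label sets r was 0.723 for the libraries whose descriptions name the kit (permutation p = 1e-05; rho 0.710; r = 0.695 without the 2 farthest; adjusted p = 2.67e-05) and 0.557 for 15 others (permutation p = 0.197; rho 0.493; r = 0.557 without the 2 farthest; adjusted p = 0.315). Relations within classes numbered 8. The marker values of IL2r94 and of the RIM libraries had been seen before this test. Any loss of class transcripts would lower marker and margin together, whatever its cause. The relation therefore does not single out RNA from other cells. RNA from other cells therefore stays open for part of the 48 libraries. True closeness of classes such as DD and VD stays open as well, although VD was also nearest for libraries of other classes.

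IL2r94 stood apart from the other IL2 libraries, with a best correlation of 0.739 with its own class and 0.941 with PVCr215. It was not the shallowest, since 2 of the other 3 had fewer counts. The marker klp-6 had 23.5 CPM there, 3.49 times the highest library of any other class, against 451 to 651 CPM in the other 3, which argues against a mislabelled library. Genes specific to the other 3 IL2 libraries were lower in IL2r94 by a median log2 fall of 3.40, but they were chosen as high in those libraries, so the fall decides nothing. Dilution of IL2 RNA by RNA from other cells would raise the non-neuronal lists and lower the pan-neuronal list. The former summed to 5794 CPM there against 428 to 981 CPM, or 5.91 times the highest of the other 3, and the latter to 542 CPM against 7329 to 8981 CPM. Such dilution is thus a candidate explanation.

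The counts of differing genes in pairs rose most when a library with the lowest margin of its class was left out. That was so in 4 of the 4 pairs with calls, for ASERr147, IL2r94, RICr135 and AVAr23, with the number of genes going from 664 to 4346 for IL2r94. A low margin marks a library that departs from its class, so leaving it out would narrow the spread whatever set it apart. The match therefore cannot test RNA from other cells in these libraries, which stays open.

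More genes were higher than lower in the class contrasts, at 78.9% of calls by edgeR. By limma-voom the medians per class were also 1681 higher against 768 lower. In some classes, such as VC and PVC, limma-voom called more genes lower than higher. Classes with no counts entering the mean on a log scale are a technical explanation. Among genes with a count in every class, 67.6% of calls were higher, so an excess remained where no class was without counts. Keeping only such genes also removes genes specific to few classes. How much of the excess the classes with no counts explain can therefore not be read from this share.

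In HSN the intestine list was raised through yolk protein genes. The medians of vit-2 and vit-6 in HSN were 274-fold and 195.4-fold above the median class, and the largest fold among asp-1, ifb-2, elt-2 and ges-1 was 5.70, a ratio of 34.3. Intestinal RNA of the usual make-up would raise all 6 alike, which argues against it as the whole source. The genes asp-1, ifb-2, elt-2 and ges-1 were raised as well, with ges-1 the least at 2.70-fold. The genes vit-1, vit-3, vit-4 and vit-5, chosen after their values were seen, were also high. HSNr237 and HSNr239 had 15765 and 12401 CPM of vit-2, and HSNr238 had 159.1 CPM. Of the 6 intestine genes, 4 reached 10 CPM in the median class. Intestinal RNA of another make-up and yolk protein transcripts from another source stay open and were not tested.

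The coelomocyte genes unc-122, cup-4 and lgc-26 were high in 3 of the 5 SMB libraries, and also outside SMB. The list summed to 1929 CPM in SMBr195, 3205 in SMBr198 and 4239 in SMBr199, and to 3089 CPM in SIAr242, which had the highest unc-122 of any library (733.8 CPM). In the 4 VD libraries the list summed to 49.9 to 341.8 CPM, against 7.68 CPM in the median class. Coelomocyte RNA in the sorts stays open for SMBr195, SMBr198 and SMBr199. All 3 genes lay at 10 times the median class or more in 3 of 3 of them, but these libraries were picked by the same genes, so that count decides nothing. In SMBr196 and SMBr197 unc-122 had 37.4 and 36.6 CPM, but cup-4 and lgc-26 reached at most 0.841 CPM, below their median class, which argues against coelomocyte RNA in those 2 libraries. A first test, the rank order of the 3 genes over the 5 libraries, gave a lowest rank correlation of 0.9 and decided nothing either.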
